A study of Homo sapiens with 4 samples. Its data were reported in "Core transcriptional regulatory circuitry molecule ZNF217 promotes AML cell proliferation by up-regulating MYB" (2025).

How the data were processed

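Total RNA of U937 cells was harvested with Trizol and made into libraries with an Illumina TruSeq RNA kit per the labels, and 4 libraries were sequenced, 2 labelled NC and 2 labelled sh-ZNF217. According to the study's methods and the submitters' processing notes, the authors filtered the reads, aligned them with HISAT2 (version 2.0.5) to hg38 and quantified each gene. The quantifier, the annotation release, the use of strand and the read depth are not given in the sources used here. The authors named their measure FPM and tested genes with DESeq2. The TPM values deposited by the authors were identified as TPM from the table itself, since its header names no unit. The columns sum to nearly the same total (998932 to 999282), and short genes that share a transcript with longer ones have values like theirs, which a measure without length would not give. TPM divides by transcript length and by the library's total, so it keeps no depth, and a rise of abundant genes lowers all others. No interval for counting error could be given. Each gene listed had a sum of at least 0.8 TPM over the 4 libraries.

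Columns were matched to samples by NC or ZNF and the replicate number in their names. The names of the libraries labelled sh-ZNF217 do not hold that label in full, and 2 further parts of the names are not explained, so this match rests on there being only 2 groups, and no further columns of sample values were present. Gene names and positions were taken from the GENCODE 44 annotation of the same build by Ensembl identifier, which named 16143 of 17656 identifiers. The other 1513 were left without a name, and 1150 of them were tested. Of the tested genes with an annotation, 53.1% overlapped exons of another gene, against 49.6% of those that rose and 50.7% of those that fell, and values of overlapping genes are uncertain.

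Values were transformed to log2(TPM + 1), so a fold change on this scale understates the change of low genes, and folds quoted as such are ratios of mean TPM. Genes with at least 1 TPM in 2 or more libraries were kept (14582, leaving out 3074). Groups were compared with limma 3.58.1 in R 4.3.3 (linear model with group alone, moderated by trended and robust empirical Bayes), as the libraries labelled sh-ZNF217 minus NC, with Benjamini-Hochberg adjustment over all tested genes. A gene was called changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. The design fixed before the data were examined assumed counts, with this limma test as its fallback for normalized values, and the fallback was used because the values are not counts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

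Gene lists were also fixed before the data were examined. These were study-named targets, core circuit candidates with LDB1, ZNF217 corepressor partners and chromosome neighbours, zinc finger genes near ZNF117, the MYC family network, MYC target genes of metabolism and growth, ribosome biogenesis, cytosolic ribosomal proteins, chaperones, DNA replication and E2F, mitosis, cyclins D and CDK inhibitors, the p53 pathway, apoptosis regulators, monocyte and macrophage maturation, lysosome, primary granule genes, myeloid transcription factors, immediate early AP-1 and stress, NF-kB and inflammatory cytokines, interferon-stimulated genes, MHC class II, the ATF4 amino acid response, NRF2 antioxidant and iron, oxidative phosphorylation, mitochondrially encoded genes, sterol synthesis, lipid storage and PPAR or LXR targets, glycolysis and hypoxia, markers of T and NK, B, erythroid and megakaryocyte, and epithelial and fibroblast cells, replication-dependent histones, and small RNA genes without a poly(A) tail. The 36 lists hold 1145 entries, of which 958 were in the table. Lists with at least 5 tested members were tested with camera at a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 33 lists, and again with an estimated correlation and with fry. Members were also adjusted over the list alone.

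Named genes followed a rule fixed beforehand. They were ZNF217, the study-named targets, the circuit factors and MYC, the 12 largest rises and 12 largest falls among changed genes with a symbol, a mean of at least 5 TPM and no overlap between the groups, and up to 4 changed members per list with the smallest p, those in the direction of most changed members first.

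The procedure was tested on simulated data with the 14582 genes and group sizes of this comparison, of which 200 were changed. It recovered 76 of 100 genes changed by a log2 of 1 and 94 of 100 changed by a log2 of 2, with 16 false calls and 0 of wrong sign, and made 2 calls with no effect present. The list shifted in the simulation was called by camera and 0 others were, but with an estimated correlation it had an adjusted p of 0.102 and was not called. This result holds for the simulated lists alone. Estimates for real lists lay both above the preset 0.01 (0.508 for mitochondrially encoded genes) and below it (-0.01 for monocyte and macrophage maturation).

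Alternatives were other scalings, filters, pseudocounts and thresholds, the replicate number as a block, other list tests and leaving out each library in turn. Leaving out a library left a group of 1, for which limma pools the spread, so that the lone library was assumed to vary like the other group. Rescaling to protein-coding genes, leaving out mitochondrially encoded genes, and a loess correction (span 0.3) for GC content and transcript length were added after the data had been seen.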

Results

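RNA was sequenced from U937 cells, an established human leukemia line of monocytic type, in 4 libraries. The labels placed 2 libraries in a control group named NC, described as untreated, and 2 in a group named sh-ZNF217, described as a knockdown of ZNF217, a zinc finger protein that acts with corepressors on transcription. The deposited table gave TPM, the share of a library's transcripts that belongs to a gene after division by transcript length, for 17656 genes, with totals of 999280 and 999282 in the NC libraries and of 998932 and 998959 in the libraries labelled sh-ZNF217. TPM values keep no record of the number of reads, so the sequencing depth was unknown. Genes at 1 TPM or more numbered 14101 and 14080 in NC against 14421 and 14402. The median absolute log2 difference over genes was 0.122 between the NC libraries and 0.128 between the libraries labelled sh-ZNF217, and 0.243 to 0.253 across the groups. The labels did not say that libraries of a group came from separate cultures, so the p-values measured only the spread between these samples, which may be technical.

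The target transcript was examined first. ZNF217 (ENSG00000171940) is a protein-coding gene on the minus strand of chromosome 20 (53567071 to 53609907, hg38). It overlaps exons of ENSG00000197670 and ENSG00000235415 on the other strand, and since the use of strand in counting was not stated, its level carried that uncertainty, as did those of MYB (with MYB-AS1), MYC (with CASC11) and CDKN1A (with DINOL) below. The level was 36.1 and 36.7 TPM in the NC libraries and 35.8 and 35.0 TPM in the libraries labelled sh-ZNF217, with means of 36.4 ± 0.378 and 35.4 ± 0.593 TPM (SD, n = 2 each). The log2 fold change was -0.04 (SE 0.07, 95% interval -0.22 to 0.14), with an adjusted p of 0.74 in limma with Benjamini-Hochberg adjustment. The interval corresponded to a change of -13.9% to 9.95%, and reached neither bound of the 0.5 log2 threshold. The transcript level therefore did not mark the group named for its knockdown. The groups below were those of the labels, every direction was drawn from the label alone, and the term libraries labelled sh-ZNF217 was kept for that reason.

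The study asked which genes depend on ZNF217 and singled out MYB, a transcription factor that maintains immature blood cells. MYB (ENSG00000118513) fell from 219 and 239 TPM in NC to 149 and 146 TPM in the libraries labelled sh-ZNF217, a log2 fold change of -0.63 (SE 0.06, limma adjusted p = 0.00534). CD36, a scavenger receptor for oxidized lipids, rose from 14.1 ± 0.752 to 141 ± 1.35 TPM (SD, n = 2 each), a log2 fold change of 3.23, and had the smallest adjusted p of all genes, 0.000306. CHI3L1, which encodes a secreted glycoprotein of macrophages, rose 4.12-fold from 82.3 ± 8.42 to 339 ± 8.44 TPM (SD, n = 2 each; log2 fold change 2.03). ZNF117, a zinc finger gene, rose 3.35-fold from 15.97 ± 1.28 to 53.5 ± 0.802 TPM (SD, n = 2 each). ZNF117 shares exons with ERV3-1 on the same strand, which rose 2.82-fold, so the division of reads between them was uncertain. HSPD1, a mitochondrial chaperonin, went from 1312 ± 51.6 to 943 ± 25.0 TPM (SD, n = 2 each), a log2 fold change of -0.48 (limma adjusted p = 0.00615) that stayed short of the 0.5 minimum, and it crossed that minimum without NC replicate 1 (-0.52), without sh-ZNF217 replicate 1 (-0.50), with median-of-ratios scaling (-0.51) and with a correction for GC content and length (-0.60). Of these 5 genes 3 rose and 1 fell, and the same 3 and 1 passed when adjusted over the list alone. The study chose the list on these samples among others, so its count was not independent evidence, and the list was not called (camera adjusted p = 0.14).

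**Figure D1:**
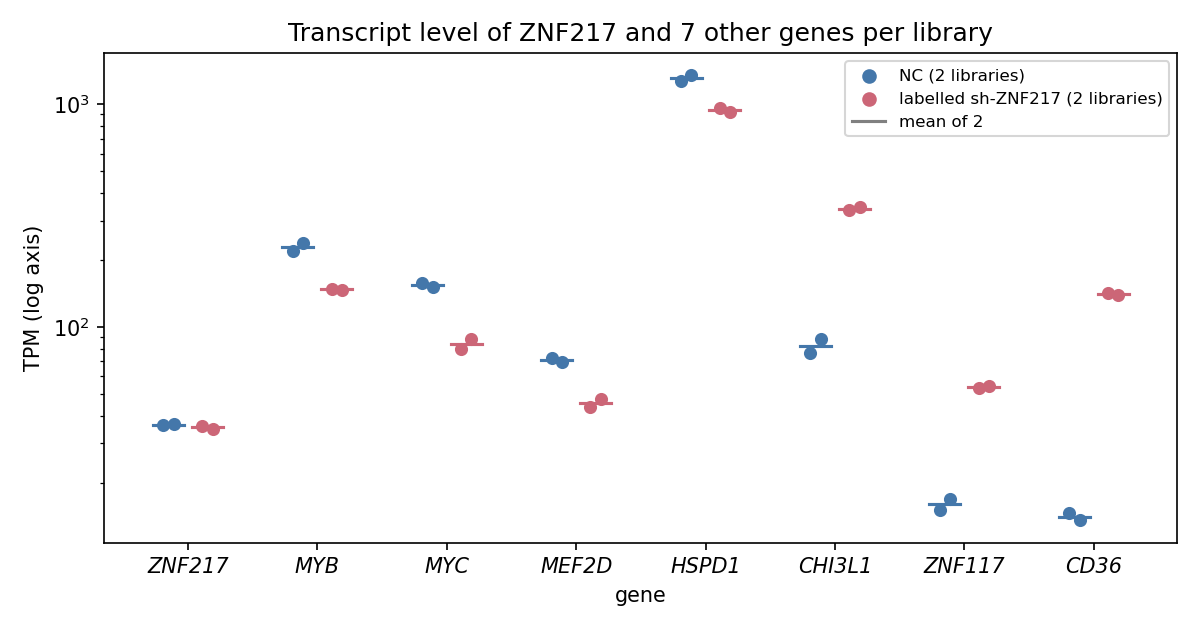
Level of 8 genes in TPM on a log axis, with a point per library and a line at the mean of 2 libraries, for NC and for the libraries labelled sh-ZNF217. ZNF217 lies between 35.0 and 36.7 TPM in all 4 libraries, while CD36 goes from a mean of 14.1 to 141 TPM and MYB from 229 to 147 TPM.

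In the comparison of all genes, 1272 of 14582 tested genes changed (8.72%) at a limma adjusted p below 0.05 and an absolute log2 fold change above 0.5. Of these, 913 were higher and 359 lower in the libraries labelled sh-ZNF217 (71.8% higher), and 375 passed an absolute log2 fold change of 1. With median-of-ratios scaling the split was 814 higher and 441 lower, and without mitochondrially encoded genes it was 1041 and 293. Among genes with a mean of 5 TPM or more, the largest rises by log2 fold change of TPM + 1 were those of HP, the hemoglobin-binding plasma protein haptoglobin (30.6-fold from 0.294 and 3.15 TPM in NC, log2 fold change 4.54), SPP1, the secreted protein osteopontin (15.1-fold, log2 fold change 3.54), and FABP4, a fatty acid binding protein of macrophages and fat cells (12.3-fold, log2 fold change 3.30). CD36, SLAMF7, OLR1, CD109, ADAM28, GAPLINC, MTUS1, IL1B and FCRLA followed, with log2 fold changes from 3.23 down to 2.52. Among the largest falls were those of TUBA1B-AS1 (-1.79), OVCA2 (-1.62), SLC29A4 (-1.61), PRRT4 (-1.43) and PRTN3 (-1.39), and those of CTXN1, PMF1-BGLAP, SNHG9, ACY3, STMN3 and MT2A, whose values ran from -1.35 to -1.09. TUBA1B-AS1, OVCA2, PMF1-BGLAP and SNHG9 overlap exons of neighbouring genes and SLC29A4 overlaps TNRC18, and since the use of strand in counting was not stated, their values were uncertain. The number of changed genes was 439 without sh-ZNF217 replicate 1 (294 higher, 145 lower) and 430 without sh-ZNF217 replicate 2 (301 higher, 129 lower), and the number of lower genes was 239 without NC replicate 1. The log2 fold change was 3.69 without NC replicate 1 and 5.38 without NC replicate 2 for HP, and 3.01 and 4.06 for SPP1. The call of HP was lost without either library labelled sh-ZNF217 (adjusted p = 0.0596 without replicate 1 and 0.0554 without replicate 2), and so were those of PMF1-BGLAP (0.0576 and 0.0532), SNHG9 (0.121 and 0.0817) and STMN3 (0.0505 and 0.0513). The call of GAPLINC was lost without NC replicate 2 (0.0519) or sh-ZNF217 replicate 1 (0.0503), that of PRRT4 without sh-ZNF217 replicate 2 (0.0501) and that of MT2A without sh-ZNF217 replicate 1 (0.0644).

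**Figure D2:**
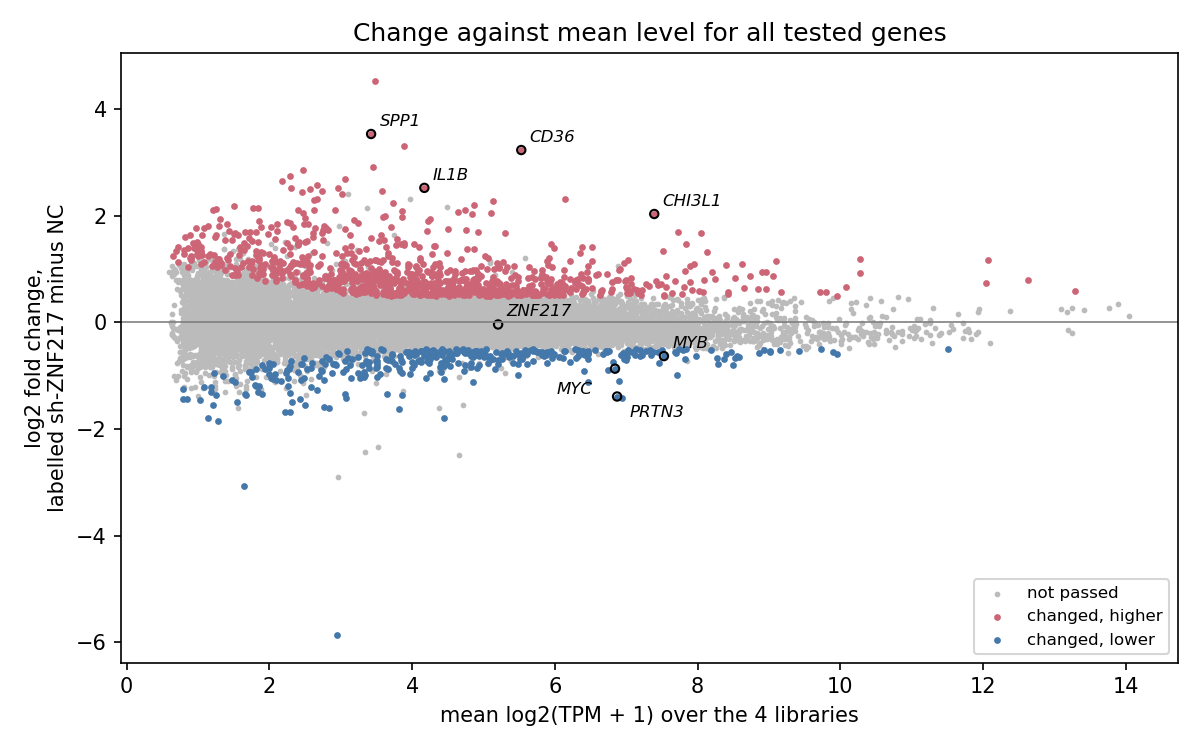
Log2 fold change of TPM + 1, libraries labelled sh-ZNF217 minus NC, against the mean log2(TPM + 1) of the 4 libraries, with a point for each of 14582 tested genes. Red points are the 913 genes called higher and blue points the 359 called lower, and ZNF217 (-0.04) lies near the line of no change.

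The study placed ZNF217 in a circuit of transcription factors that control each other, with ELF1, MEF2D, RUNX2 and FOXP1. It reported, from hairpin silencing in a different AML line, that loss of any of them lowered mRNA and protein of the others. The list examined here held the 12 candidates other than ZNF217 that the study started from and LDB1, a cofactor it described beside them. MEF2D, a factor of the MEF2 family, fell from 71.0 ± 2.04 to 45.5 ± 2.76 TPM (SD, n = 2 each; log2 fold change -0.63, limma adjusted p = 0.00806). The other 12 of the 13 list members tested did not pass. Of these, ELF1 (limma adjusted p = 0.0256), LDB1 (0.0261), RREB1 (0.0384) and RUNX2 (0.0369) were higher and missed only the fold minimum. ELF1 was at 0.30, LDB1 at 0.32, RREB1 at 0.40, RUNX2 at 0.49, IRF1 at 0.47, JUNB at 0.25, CIC at 0.21, RARA at 0.14, ZBTB7A at 0.14, ETV6 at 0.13, FOXP1 at -0.02 and ERG at -0.72 on the log2 scale. Of the circuit factors, MEF2D thus went in the direction of the decrease reported in the other line. ELF1 and RUNX2 went the opposite way, and FOXP1 showed no clear direction. As the line differs and ZNF217 mRNA was not lower here, that report was not tested. ERG was low at 4.21 ± 0.626 and 2.16 ± 0.371 TPM (SD, n = 2 each), with a limma adjusted p of 0.07. RUNX2 crossed the fold minimum with a pseudocount of 0.1 (0.53), with protein-coding genes alone (0.504) and without mitochondrially encoded genes (0.53), as did IRF1 in the last of these (0.51), and ERG was called lower with protein-coding genes alone (adjusted p = 0.0359) and with the correction for GC content and length (0.0481). The sign of FOXP1 turned without NC replicate 1 (0.16) or sh-ZNF217 replicate 2 (0.03), as did that of RARA without sh-ZNF217 replicate 2 (-0.05). Over left-out libraries ZBTB7A ran from 0.046 to 0.232, JUNB from 0.145 to 0.352 and CIC from 0.119 to 0.304. Adjusted over the list alone, 2 members fell. The list, whose candidates the study had drawn from other samples, was not called (camera adjusted p = 0.097), but was called higher without sh-ZNF217 replicate 1 (adjusted p = 0.0381), with a stricter filter on low values (0.041) and with the GC and length correction (0.0427). The 15 tested corepressor partners of ZNF217 had a median log2 fold change of -0.09. Its 6 tested neighbours on the chromosome had one of -0.11. With the 0.5 fold minimum kept, both held 0 changed genes in limma, 0 adjusted over the list alone and 0 at an unadjusted p. Their camera adjusted p values were 0.122 and 0.159. Short of that minimum, the partner KDM1A was lower (-0.24, limma adjusted p = 0.0408). So were HDAC1 (-0.18), HMG20B (-0.25) and CTBP1 (-0.15) at an unadjusted limma p below 0.05. The partners were called lower with the GC and length correction (adjusted p = 0.0338) and by fry (0.00646). Of 7 tested members of the list of zinc finger genes near ZNF117, ZNF117 itself and ERV3-1 rose and the other 5 did not pass. The same 2 passed when adjusted over the list alone (camera adjusted p = 0.319). Since ZNF117 and ERV3-1 share exons, their rises are not separate evidence.

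Genes of growth and ribosome production were lower in the libraries labelled sh-ZNF217. MYC, a transcription factor that drives growth, fell from 154 ± 5.45 to 84.1 ± 5.78 TPM (SD, n = 2 each; log2 fold change -0.87, limma adjusted p = 0.00339). In the MYC family network, MYC and TFAP4, an activator induced by MYC, fell while MXD1 and MXD4, antagonists of MYC, rose, 2 and 2 of 10 tested, with the same counts adjusted over the list alone. Its median was 0.01, its mean -0.04, and camera gave a direction of lower that was not called (adjusted p = 0.692) and turned without sh-ZNF217 replicate 1 (median 0.07). All 50 tested ribosome biogenesis genes had a negative log2 fold change (median -0.37), of which 12 fell and 13 when adjusted over the list alone (camera adjusted p = 1.12e-18, and adjusted p = 0.145 with an estimated correlation). Among them FBL, the methyltransferase of ribosomal RNA, fell from 415 to 274 TPM (log2 fold change -0.60), NOP16 from 150 to 100.1 TPM (-0.58) and LYAR from 163 to 111 TPM (-0.55). Of 40 MYC target genes of metabolism and growth, PA2G4, RANBP1 and SHMT2 fell (median -0.33), and 4 did when adjusted over the list alone (camera adjusted p = 2.65e-13, and adjusted p = 0.136 with an estimated correlation). Of 77 cytosolic ribosomal protein genes 5 fell (median -0.26), and 6 did when adjusted over the list alone (camera adjusted p = 1.47e-18, and adjusted p = 0.199 with an estimated correlation). Their summed share of all TPM was 12.5% and 12.04% in NC against 10.5% and 10.3%, and since ribosomal protein genes have many pseudogene copies, single members were uncertain. Of 30 chaperone genes TRAP1, a mitochondrial member of the HSP90 family, fell (-0.62), also when adjusted over the list alone (median -0.27, camera adjusted p = 6.71e-08, and adjusted p = 0.199 with an estimated correlation). TFAP4 lost its call without NC replicate 1 (adjusted p = 0.0538), NC replicate 2 (0.0599) or sh-ZNF217 replicate 2 (0.0736), MXD4 without NC replicate 1 (0.0658) or either library labelled sh-ZNF217 (0.0739 and 0.0895) and MXD1 without any of the 4 (0.0971 to 0.157). RANBP1, PA2G4 and SHMT2 fell short of the fold minimum without sh-ZNF217 replicate 2 (-0.46, -0.48 and -0.45), the latter pair also without NC replicate 2 (-0.47 and -0.46), and all 3 without mitochondrially encoded genes (-0.48, -0.47 and -0.48). With the GC and length correction RANBP1 (-0.47) and SHMT2 (-0.49) fell short as well, and MXD1 lost its call (adjusted p = 0.0583). The count of fallers was 7 without sh-ZNF217 replicate 2 for ribosome biogenesis, and 3 without NC replicate 1, 8 without NC replicate 2, 2 without sh-ZNF217 replicate 1 and 1 without sh-ZNF217 replicate 2 for ribosomal proteins, 0 of the last among the 5. It was 5 without sh-ZNF217 replicate 1 for MYC target genes, and the 3 without sh-ZNF217 replicate 2 shared 0 genes with the 3 named. For chaperones it was 5 without NC replicate 1, 3 without NC replicate 2 or sh-ZNF217 replicate 1 and 2 without sh-ZNF217 replicate 2.

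**Figure D3:**
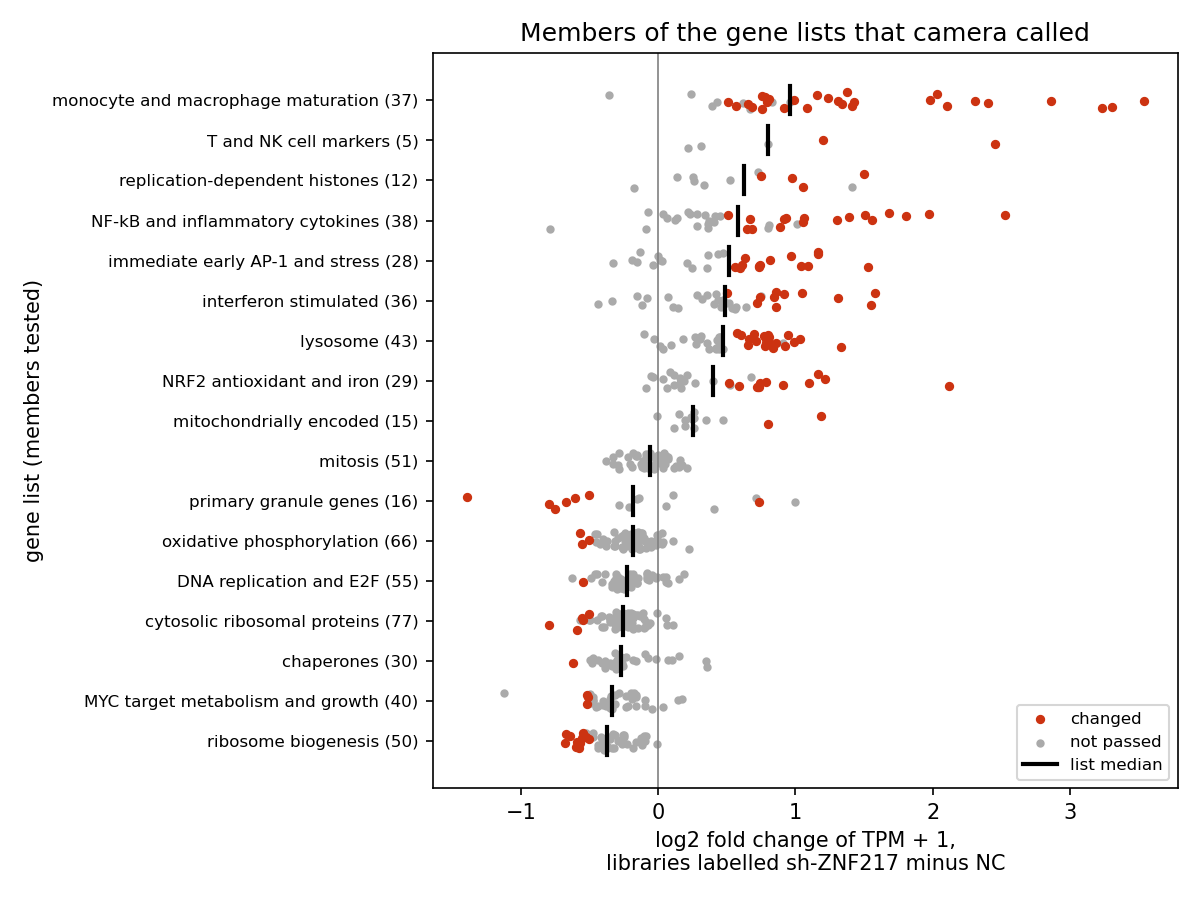
Log2 fold change of TPM + 1, libraries labelled sh-ZNF217 minus NC, of each tested member of the 17 gene lists that camera called, with red points for changed members and a bar at each list's median. Medians run from 0.96 for monocyte and macrophage maturation to -0.37 for ribosome biogenesis.

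The study described slower proliferation, arrest in G1 and apoptosis after ZNF217 was silenced, and lists on these processes were examined. Of 55 DNA replication and E2F genes 49 had a negative log2 fold change (median -0.23), but only POLD2, a subunit of DNA polymerase delta, fell (-0.55), and 2 fell when adjusted over the list alone (camera adjusted p = 2.90e-10, and adjusted p = 0.199 with an estimated correlation). The 51 mitosis genes had a median of -0.06 (camera adjusted p = 0.0204, and adjusted p = 0.468 with an estimated correlation). With the 0.5 fold minimum kept, they held 0 changed genes in limma, 0 adjusted over the list alone and 0 at an unadjusted p. Short of that minimum, AURKB (-0.33, limma adjusted p = 0.0147), UBE2C (-0.38, 0.0149), CCNB1 (-0.29, 0.0195), PLK1 (-0.29, 0.0301) and BIRC5 (-0.29, 0.0477) were lower. The mitosis call was lost without NC replicate 2 (adjusted p = 0.195) or sh-ZNF217 replicate 2 (0.116), and without mitochondrially encoded genes (0.0882). CDKN1A, the inhibitor p21 of cyclin-dependent kinases, rose from 40.8 to 75.5 TPM (1.85-fold, log2 fold change 0.87, limma adjusted p = 0.00325). CDKN2B, the inhibitor p15, rose 4.04-fold from 2.46 to 9.94 TPM, and CCNG2, an atypical cyclin of resting cells, 1.74-fold, and these 3 of 15 cyclin D and inhibitor genes also passed when adjusted over the list alone (camera adjusted p = 0.5). CDKN2B lost its call without either library labelled sh-ZNF217 (adjusted p = 0.0668 and 0.056) and CCNG2 without either of them (0.0575 and 0.0954) or NC replicate 1 (0.0646). In the p53 pathway 4 of 24 genes rose, among them CDKN1A and BTG2 (2.22-fold), and MDM2, named after its value was seen, fell (-0.55), with 5 and 1 adjusted over the list alone (camera adjusted p = 0.126). MDM2 lost its call without NC replicate 2 (adjusted p = 0.077) or either library labelled sh-ZNF217 (0.1002 and 0.0612). Of 36 apoptosis regulators 6 rose, and 7 did when adjusted over the list alone (camera adjusted p = 0.109, and 0.0313 without NC replicate 1). BMF, a promoter of apoptosis, rose from 38.8 to 87.9 TPM (2.26-fold), BCL2A1, an inhibitor of apoptosis, from 33.3 to 57.5 TPM (1.73-fold), and CASP1, the caspase that matures interleukin 1 beta, from 25.1 to 46.1 TPM (1.83-fold). Without sh-ZNF217 replicate 1 or sh-ZNF217 replicate 2 the risers numbered 2 each time in the p53 pathway and 4 and 3 among apoptosis regulators, and without NC replicate 1 4 DNA replication and E2F genes fell. In the p53 pathway 2 of the changed genes were still called without NC replicate 2.

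Genes of mature monocytes and macrophages were higher in the libraries labelled sh-ZNF217. Of 37 tested genes of this list 28 rose, and 31 did when adjusted over the list alone, with a median log2 fold change of 0.96 (camera adjusted p = 7.97e-19, and adjusted p = 0.136 with an estimated correlation). Besides CD36, CHI3L1 and FABP4, GPNMB, a membrane glycoprotein of phagocytes, rose from 365 to 817 TPM (2.24-fold, log2 fold change 1.16, limma adjusted p = 0.00068). Of 43 lysosome genes 20 rose, and 21 did when adjusted over the list alone (median 0.47, camera adjusted p = 1.12e-18, and adjusted p = 0.136 with an estimated correlation). CTSD, the protease cathepsin D, rose from 900.0 to 1704 TPM (1.89-fold), PSAP, the precursor of sphingolipid activators, from 393 to 715 TPM (1.82-fold), GRN, the progranulin gene, from 345 to 665 TPM (1.93-fold) and NPC2, a carrier of cholesterol, from 227 to 399 TPM (1.76-fold). Among 19 genes of lipid storage and of PPAR or LXR targets 4 rose, namely PLIN2, a coat protein of lipid droplets (3.26-fold), CD36, FABP4 and PPARG, a nuclear receptor of lipid metabolism (2.06-fold), while NR1H3, the receptor LXR alpha, named after its value was seen, fell (-0.94), with 4 and 1 adjusted over the list alone (camera adjusted p = 0.119, but 0.0389 without NC replicate 2 and 0.0492 with the GC and length correction). PPARG lost its call without either library labelled sh-ZNF217 (adjusted p = 0.0717 and 0.0612) and NR1H3 without any of the 4 (0.0594 to 0.114). In sterol synthesis 3 of 27 genes rose and 1 fell, with the same counts adjusted over the list alone (median 0.17, camera adjusted p = 0.0625, but 0.0389 without sh-ZNF217 replicate 1 and 0.0291 with the GC and length correction). Without sh-ZNF217 replicate 1 or sh-ZNF217 replicate 2 the risers numbered 17 each time in the macrophage list, and the sterol synthesis list held 0 changed genes without sh-ZNF217 replicate 1, 1 riser and 1 faller without sh-ZNF217 replicate 2, 3 risers and 0 fallers without NC replicate 1 and 5 and 0 without NC replicate 2.

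Primary granule genes, which promyelocytes express for their bactericidal granules, were lower. Of 16 tested, 6 fell, also when adjusted over the list alone, and 1 rose, against 3 when adjusted over the list alone (median -0.18, camera adjusted p = 0.0361, and adjusted p = 0.281 with an estimated correlation). PRTN3, the serine protease proteinase 3, fell from 189 ± 3.79 to 71.4 ± 3.07 TPM (SD, n = 2 each; log2 fold change -1.39, limma adjusted p = 0.00077), and CTSG, cathepsin G, from 463 to 291 TPM (-0.67). The riser was LYZ, which encodes lysozyme, an enzyme that macrophages also make, named after its value was seen, with 3263 and 5419 TPM. The list call was lost without sh-ZNF217 replicate 2 (median -0.25), with the replicate block (camera adjusted p = 0.0558) and with the correction for GC content and length (0.153). Of 37 tested myeloid transcription factors 7 rose and 2 fell, with the same counts adjusted over the list alone (median 0.12, camera adjusted p = 0.313). KLF10 rose from 30.2 to 50.3 TPM (log2 fold change 0.72), and those that fell were IRF8 (-0.76), a factor of monocyte and dendritic cell lineages, and ID1 (-0.72), an inhibitor of basic helix-loop-helix factors, both named after their values were seen. IRF8 lost its call without either library labelled sh-ZNF217 (adjusted p = 0.122 and 0.0848), and ID1 without either of them (0.0733 and 0.0817) or NC replicate 1 (0.0808). Primary granule genes that fell numbered 2 without sh-ZNF217 replicate 2, and 2 rose without NC replicate 1. Of the myeloid transcription factors 2 rose and 0 fell without sh-ZNF217 replicate 1 and likewise without sh-ZNF217 replicate 2, while 1 fell without NC replicate 1 and 3 fell without NC replicate 2.

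Inflammatory and early response genes were higher. Of 38 tested NF-kB targets and inflammatory cytokines 17 rose, and 18 rose and 1 fell when adjusted over the list alone (median 0.58, camera adjusted p = 1.22e-11, and adjusted p = 0.145 with an estimated correlation). CXCL8, a chemokine for neutrophils, rose from 146 to 472 TPM (3.23-fold, log2 fold change 1.68, limma adjusted p = 0.000329), IL1B, interleukin 1 beta, from 6.51 to 42.4 TPM (6.52-fold) and CCL2, a chemokine for monocytes, from 319 to 501 TPM (1.57-fold). Of 28 immediate early and stress genes 14 rose, also when adjusted over the list alone, among them JUN, a subunit of AP-1 (2.26-fold), DUSP6, a phosphatase of ERK (1.78-fold), and SGK1, a kinase (2.10-fold), with a median of 0.52 (camera adjusted p = 3.15e-06, and adjusted p = 0.164 with an estimated correlation). Of 36 interferon-stimulated genes 11 rose, and 14 did when adjusted over the list alone (median 0.49, camera adjusted p = 4.39e-06, and adjusted p = 0.145 with an estimated correlation). SAMD9L, an antiviral factor, rose from 7.01 to 18.9 TPM (2.69-fold), and IFIT2 and IFIT3, which bind viral RNA and overlap LIPA on the other strand, rose 3.57-fold and 2.17-fold with that uncertainty. Only 4 of 12 MHC class II genes were tested, too few for camera, and HLA-DRB5, which has near-identical relatives, rose (0.53), a call lost without any of the 4 libraries (adjusted p from 0.0521 to 0.121), while 1 rose and 1 fell when adjusted over the list alone. Without sh-ZNF217 replicate 1 and without sh-ZNF217 replicate 2 the risers numbered 9 and 8 among NF-kB targets and cytokines, 6 and 8 among immediate early and stress genes and 4 and 3 among interferon-stimulated genes.

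Among metabolic and stress lists, genes of the NRF2 antioxidant and iron program were higher. Of 29 tested 12 rose, also when adjusted over the list alone (median 0.40, camera adjusted p = 6.75e-09, and adjusted p = 0.145 with an estimated correlation). SLC7A11, the cystine importer, rose from 11.8 to 54.5 TPM (4.61-fold, log2 fold change 2.11, limma adjusted p = 0.00068), SQSTM1, an autophagy receptor, 2.14-fold, and the ferritin subunits FTH1 and FTL, which have pseudogene copies, from 2873 to 6439 TPM and from 8175 to 12290 TPM. In the ATF4 amino acid response 4 of 26 genes rose, including DDIT3, the stress factor CHOP (2.88-fold), and PPP1R15A, which restores translation (1.74-fold), and SHMT2 fell, with the same counts adjusted over the list alone, though SHMT2 was short of the fold minimum without NC replicate 2 (-0.46) or sh-ZNF217 replicate 2 (-0.45). The median of that list was -0.07 and camera pointed lower without a call (adjusted p = 0.542), but its mean was 0.15 and the fry test pointed higher. In glycolysis and hypoxia 3 of 28 genes rose, among them SLC2A3, a glucose transporter (1.83-fold), and 1 fell, with the same counts adjusted over the list alone. There too the median (-0.03) and camera (adjusted p = 0.989) pointed lower and the mean (0.09) and fry higher, and camera turned without NC replicate 2 (adjusted p = 0.814) or sh-ZNF217 replicate 2 (0.968). The list held 2 risers and 0 fallers without NC replicate 1, NC replicate 2 or sh-ZNF217 replicate 2, and 1 and 1 without sh-ZNF217 replicate 1. Nuclear genes of oxidative phosphorylation had a median of -0.18, and 3 of 66 fell, also when adjusted over the list alone, including ATP5MC2, a subunit of ATP synthase (-0.55, camera adjusted p = 1.28e-10, and adjusted p = 0.199 with an estimated correlation). The fallers numbered 2 without NC replicate 1, 7 without NC replicate 2, 2 without sh-ZNF217 replicate 1 and 1 without sh-ZNF217 replicate 2. The 15 mitochondrially encoded genes had a median of 0.25 (camera adjusted p = 7.10e-06, and adjusted p = 0.347 with an estimated correlation), where the ribosomal RNAs MT-RNR1 (2.27-fold) and MT-RNR2 (1.74-fold) rose, also when adjusted over the list alone. Mitochondrially encoded genes held 9.98% and 10.8% of all TPM in NC against 12.5% and 12.7%.

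Markers of other cell types and of RNA selection were measured beside these groups. Of 5 tested T and NK cell markers IL7R, a cytokine receptor (8.79-fold, from 1.35 to 11.8 TPM), and CD2, an adhesion receptor (3.24-fold), rose, and 3 did when adjusted over the list alone (median 0.80, camera adjusted p = 0.00347, and adjusted p = 0.226 with an estimated correlation). The median of that list ran from 0.485 to 1.11 over left-out libraries and from 0.315 to 1.254 over all alternatives. Of 6 tested B cell markers FCRLA (9.97-fold) and CD22 (2.83-fold) rose and PAX5 (-0.80) fell, with 4 and 1 adjusted over the list alone (camera adjusted p = 0.122, and 0.0474 without NC replicate 1). CD2 lost its call without NC replicate 1 (adjusted p = 0.0899) or either library labelled sh-ZNF217 (0.0741 and 0.126), and CD22 (0.0549 to 0.113) and PAX5 (0.121 to 0.173) lost theirs without any of the 4 libraries. Of 4 tested erythroid and megakaryocyte markers 0 changed in limma, 0 when adjusted over the list alone and 0 at an unadjusted p. Of 4 tested epithelial and fibroblast markers COL6A3, a collagen chain (from 1.75 to 4.13 TPM), and FAP, a fibroblast protease (from 3.33 to 6.15 TPM), rose, also when adjusted over the list alone, but not without any of the 4 libraries (adjusted p from 0.0923 to 0.127 and from 0.0961 to 0.16). Of 12 tested replication-dependent histone genes, whose transcripts lack a poly(A) tail in cycling cells, 4 rose, including H2BC12 (2.09-fold), and 5 did when adjusted over the list alone (median 0.63, camera adjusted p = 0.00514, and adjusted p = 0.216 with an estimated correlation), but the risers numbered 1 without sh-ZNF217 replicate 1 and 1 without sh-ZNF217 replicate 2. Of 6 tested small RNA genes without a poly(A) tail 0 changed in limma and 0 when adjusted over the list alone, against 1 at an unadjusted p, and the median was -0.07 (camera adjusted p = 0.8) while fry pointed higher, as did camera without NC replicate 1 (median 0.42) or sh-ZNF217 replicate 1 (0.05), and 1 fell without NC replicate 2. Over the 33 lists that could be tested, camera called 9 higher and 8 lower, and with an estimated correlation 0 were called, against 8 at an unadjusted p.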

Values the study reported

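In U937 cells the study reported 1,285 differentially expressed genes after loss of ZNF217, made up of 873 that were upregulated and 412 that were downregulated, at an absolute log2 fold change above 0.5 and p below 0.05. By p-value, MYB stood 7th among the genes that went down in this line.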

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

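The scalings, filters, pseudocounts, thresholds, list tests, the block and the left-out libraries were planned, while the tests with protein-coding genes alone, without mitochondrially encoded genes and with the GC and length correction were chosen after the data had been seen. MYB was called in all 15 alternatives (log2 fold change -0.71 to -0.57) and ZNF217 in none of its 15 (-0.15 to -0.004). Of 109 called genes that were named by rule, 62 were called in every alternative and 0 changed sign. The count of 1272 changed genes was 2461 with no fold change minimum (1424 higher, 1037 lower), 375 at an absolute log2 fold change above 1 (314 higher, 61 lower) and 1950 at an unadjusted p (614 lower), changes that follow from the thresholds. Leaving out a library gave 430 to 1029 changed genes, 294 to 712 higher and 129 to 317 lower, of which 382 without sh-ZNF217 replicate 1 and 378 without sh-ZNF217 replicate 2 were shared with the full comparison, all in the same direction, and fewer samples lower the power. A pseudocount of 5 gave 920. Lists called higher numbered 18 with fry, which added the study-named targets, the p53 pathway, apoptosis regulators, myeloid transcription factors, sterol synthesis, the lipid list, zinc finger genes near ZNF117, B cell markers and glycolysis and hypoxia, and fry also called the ZNF217 corepressor partners lower and not mitosis. With an estimated correlation 0 were called higher and 0 lower. With 2 libraries per group that test has few degrees of freedom, so the loss cannot be ascribed to correlated genes. Among the lists that lost their call the estimate ran from -0.066 (replication-dependent histones) to 0.508 (mitochondrially encoded genes), against the preset 0.01. Lists with an estimate below the preset, such as lysosome (-0.019), lost their calls too.

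The sign turned for FOXP1 (-0.21 to 0.16 over left-out libraries, 0.01 without mitochondrially encoded genes) and RARA (-0.052 to 0.34 over left-out libraries). It turned in fry for the ATF4 response (median -0.068), glycolysis and hypoxia (-0.028) and small RNA genes without a tail (-0.074). The direction of glycolysis and hypoxia turned over left-out libraries (-0.04 to 0.026), with protein-coding genes alone (-0.02), without mitochondrially encoded genes (0.008) and with the GC and length correction (-0.015), that of the MYC family network over left-out libraries (-0.053 to 0.069), and that of small RNA genes over left-out libraries (-0.65 to 0.42) and with the GC and length correction (0.02). The cause was not tested.

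The replicate numbers pair the groups by a number alone, as deviations of libraries with the same number had a correlation of -0.00534 across genes. With the replicate block 1049 genes changed, 1003 of them among the 1272, and 7 lists in place of 8 were called lower, as the primary granule list was not (adjusted p = 0.0558). The count-based tests that were planned were not run because the values are not counts, and depth, which TPM does not keep, sets an unknown limit on low genes.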

Other observations

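The genes of the aryl hydrocarbon receptor, ENSG00000253645, the tests on ZNF217 and on ribosomal RNA and the correction for GC content and length were chosen after the data had been seen, while the test on scaling was set before.

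Genes connected with the aryl hydrocarbon receptor, a sensor of planar aromatic ligands, were picked for their values, so the 5 rises below do not show that its targets rose as a group, and no list of them was tested. CYP1A1, a monooxygenase that is its classic target, rose from 15.0 ± 0.351 to 76.5 ± 2.11 TPM (SD, n = 2 each), 5.09-fold, with a limma adjusted p of 0.000368. AHRR, the repressor of the receptor, rose from 164 to 346 TPM (2.11-fold), TIPARP, an ADP-ribosyltransferase, from 13.4 to 26.1 TPM (1.94-fold), NQO1, a quinone reductase also in the NRF2 list, from 59.2 to 99.9 TPM (1.69-fold), and AHR, the receptor itself, from 10.6 to 20.7 TPM (1.95-fold). AHRR overlaps a readthrough gene, and AHR and NQO1 overlap unnamed genes, so their values were uncertain, and AHR lost its call without either library labelled sh-ZNF217 (adjusted p = 0.0537 and 0.0542).

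The most extreme fall of all tested genes was that of ENSG00000253645, a long noncoding RNA gene on the minus strand of chromosome 8 (38970360 to 38973011, hg38) that overlaps PLEKHA2 on the opposite strand. It stood at 51.2 and 65.1 TPM in NC against 0.0112 and 0.00544 TPM (log2 fold change -5.86, limma adjusted p = 0.000329), and PLEKHA2 at 62.1 and 65.4 against 68.4 and 70.2 TPM (0.12, adjusted p = 0.253). The log2 fold change of ENSG00000253645 ran from -9.061 to -3.647 over all alternatives, but only from -6.036 to -5.693 over left-out libraries. The size of its fall therefore depended on the processing. Since reads of the overlap could be assigned to either gene, its value was uncertain. Of 515 tested processed pseudogenes 9 rose and 26 fell.

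The text of the study did not state whether the p of its threshold was adjusted. With an unadjusted p 1950 genes changed here, of which 1336 were higher. Those are higher than the values quoted from the study above. With an adjusted p 1272 changed, which is a lower total than the study's, and 913 were higher, which is a higher count than the study's. MYB ranked 36th by p among the genes lower in the libraries labelled sh-ZNF217. That is a lower place than the one quoted from the study above.

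ZNF217 mRNA stood at a like level in all 4 libraries although 2 carry the label of its knockdown. By the level of ZNF217 an exchange of the 2 groups as a whole cannot be told apart from correct labels, since the highest was only 1.048 times the lowest, with exons of other genes on the opposite strand as a further uncertainty. The study reported from PCR on silenced cells the directions that the labels give here for its named targets, which speaks for the labels but is not a measure in this table. It also reported that its hairpin vectors lowered ZNF217 mRNA in AML lines, and U937 was among the lines it used. The like ZNF217 level here differs from that report, which speaks against the label of a knockdown. An edited gene that keeps its transcript, since the study's results speak of a CRISPR knockout while its description of these samples says knockdown as the labels do, cannot be told apart from no depletion at all, because both allow the log2 fold change of -0.039 and the table holds no reads over an edit. Whether the groups differ by ZNF217, by transduction or by growth also stays open, as the study describes NC as without treatment, like the labels, but also describes control cells transduced with a guide that has no target, and no library separates these.

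The 5.8S ribosomal RNA genes, 4 near-identical copies whose reads can be shared, had log2 fold changes of 1.91 to 2.08, with 5.68 to 20.7 TPM in NC, and a copy of the 7SK RNA gene rose from 16.4 and 9.62 to 58.2 and 64.9 TPM. Their calls were lost without sh-ZNF217 replicate 1 (adjusted p = 0.059 to 0.108 for 5.8S and 0.0503 for 7SK) or sh-ZNF217 replicate 2 (0.0532 to 0.0843 and 0.0513). An equal rise of all RNA without a poly(A) tail would raise other abundant RNAs of that kind by as much, yet the median log2 fold change of 6 others (RN7SL1, RN7SL2, RN7SL4P, SNORA33, SNORA73A and SNORD104) was -0.29, and the highest, 0.08, stayed at 0.82 with 2 standard errors added. This argues against an equal rise alone, because the 12 replication-dependent histone genes had a median of 0.63 and 11 small nuclear RNA genes one of 0.38, with 4 and 3 that rose and 0 that fell, though only 1 and 1 rose without sh-ZNF217 replicate 1 and 1 and 0 without sh-ZNF217 replicate 2. The 6 others varied between NC replicates 1 and 2. RN7SL1 (257 and 115 TPM), RN7SL2 (121 and 62.7), RN7SL4P (17.3 and 9.53) and SNORD104 (23.3 and 10.2) were lower in replicate 2. SNORA33 (10.5 and 18.4 TPM) and SNORA73A (15.95 and 17.65) were higher in it. Their median was not refitted without NC replicate 1, so the argument holds only for the 4 libraries together. A carry-over of unequal strength between kinds of RNA, and a difference between the groups in RNAs without a poly(A) tail, were not tested and remain open.

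Ribosome biogenesis genes were lower and macrophage genes higher, and a trend with GC content and length could move lists in this way. TPM scaling was examined too, though it moves both lists in the same direction. With median-of-ratios scaling the medians were -0.40 and 0.93, and with the GC and length correction -0.39 and 0.92, against -0.37 and 0.96 without, and camera called both lists each time. The values with the GC and length correction argue against GC content and length as the whole cause. A scaling factor cannot by itself lower one list and raise the other. As the whole cause, scaling would leave no shift after median-of-ratios scaling, yet the medians were then -0.40 and 0.93. These values argue against scaling as the whole cause for these lists. The candidate biological explanation, a difference in ZNF217 between the groups, stays open and untested, since the target mRNA was not lower. The calls of both lists were lost with an estimated correlation (adjusted p = 0.145 and 0.136). The estimates were 0.047 for ribosome biogenesis and -0.01 for the macrophage list, against the preset 0.01. The loss for the macrophage list therefore did not come from a higher correlation between its genes.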
